A study of Homo sapiens with 3 samples.

How the data were processed

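The series measured RNA bound to the splicing regulator RBFOX2 in HEK293T cells, a human embryonic kidney line that carries the SV40 large T antigen. Per the labels, cells were cross-linked with ultraviolet light, endogenous RBFOX2 was purified with an antibody, and libraries were made by a modified form of easyCLIP. The labels give the dose as 0.3 mJ per square centimetre, and nothing else in the labels or the file shows whether that unit was meant. CLIP (cross-linking and immunoprecipitation) sequences the RNA fragments that stay attached to a protein after cross-linking. The labels put all 3 libraries in a single group of biological replicates, numbered 1, 2 and 3. No input, mock or other-protein library was among the samples, so no comparison between groups was made and no library gave a background level.

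The authors deposited raw counts per feature for the 3 libraries in a single table, made with HTSeq per the file name. The row names pair a gene or repeat name with exon or intron. The table held 45447 exon features and 22607 intron features under 45447 distinct names, and 7 rows that name no gene. In each library the intron counts, the ambiguous intron reads and the final unassigned reads summed exactly to the reads left unassigned after exons (a difference of 0), so a read was given to an intron only when it matched no exon. A read within an intron that overlaps an exon of another gene would therefore be counted at the exon. The aligner, the genome build, the annotation, the use of strand, the treatment of PCR duplicates and the handling of reads that map to several places are not stated in the labels or the file. The rows for multiply aligned, unaligned and low-quality reads held 0 counts in every library. Because no build was named, no coordinates are given and gene lengths were not used. Features that overlap on opposite strands cannot be separated without knowing the strand rule. The table also holds consensus repeat and structural RNA names (18S ribosomal RNA, U6, 7SK, 7SL), and these compete for reads with single annotated gene copies. Against the RefSeq gene table of assembly GRCh38.p14, used only for names, 33484 of the 45447 distinct names were a symbol or synonym.

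Library size was the sum over all named features. CPM values are counts scaled to a library sum of 1000000, and log2 values were log2(CPM + 1). The rows that name no gene were left out of library sizes and took 22.8%, 23.7% and 22.8% of the counted reads of replicates 1, 2 and 3. Shares are the mean and SD of the 3 libraries. Wilson 95% confidence intervals are given for single libraries. These intervals, and the limit of 3 counts that a count of 0 allows, cover counting error only. A count of 3 corresponded to 0.827 CPM in replicate 1, 0.356 CPM in replicate 2 and 0.641 CPM in replicate 3. RNA classes were assigned from the feature names: the ribosomal DNA repeat with 5S, small nuclear RNA, small nucleolar and Cajal body RNA, 7SK and 7SL, tRNA, mitochondrial genes, interspersed repeats, introns, and all other exons.

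Agreement between libraries was measured by Pearson's r and Spearman's rho across features with at least 1 count in any library. The spread between replicates was the biological coefficient of variation, the square root of the common dispersion from edgeR 4.0.16 with an intercept alone, TMM normalization and features passing filterByExpr. DESeq2 1.42.0 gave an alternative. Whether a library had been deposited more than once was checked with a chi-square of each pair's counts over features with at least 10 counts in both. R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.

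Choices made before the data were examined were the tests, the count minimum of 10, the gene lists and the rule for naming features. The lists held 20 genes reported in the literature as regulated or bound by RBFOX proteins, 4 nuclear noncoding RNAs and 10 abundant cytoplasmic transcripts. A single member of each of the last 2 lists, MALAT1 and EEF2 respectively, had no row under that name. These genes were therefore not analysed and could not appear in the rankings or list summaries. The features named are the 10 highest by mean CPM among all features, among exons and among introns with at least 10 counts in every library, the 5 with the largest SD of log2(CPM + 1) among features with a mean of at least 100 counts, and the members of the lists. The RBFOX list's median was ranked among 10000 random lists of the same size. Matching these lists on gene length was planned where lengths were known and was not done, because the build is not stated; a match on exon CPM in 10 bins was added after the data were seen. A search for features in which 1 library lay at least 4-fold above or below both others, with those within 2-fold of each other and a mean of at least 100 counts, was also added after the data were seen, as were its alternatives and a selection on each pair of libraries, with at least 100 counts in the higher, that left the other library to be compared.

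The procedures were tested on simulated data drawn from the real feature means and library sizes. A biological coefficient of variation simulated at 0.1 was estimated as 0.0998 over 22488 features. The search for discordant libraries found 93.5% of 200 features changed 8-fold and called 0 others among 10555, and it called 0 of 10556 features when nothing was changed. Every feature in these draws had a biological coefficient of variation of 0.1, against 0.122 in the data. False calls among features with a wider spread of their own were therefore not measured. Of 100 random lists, 6 lay above the 95th percentile. Draws of the same library gave a chi-square per degree of freedom of 1.01. The alternatives covered the pseudocount, the count minimum, the normalization, the removal of the most abundant RNAs and the removal of each replicate in turn.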

Results

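RBFOX2 is a splicing regulator that binds RNA at GCAUG elements, many of them in introns next to alternative exons. The series asked which RNAs are recovered with endogenous RBFOX2 from HEK293T cells when easyCLIP libraries are made by a modified protocol. It holds 3 biological replicates of a single condition. The comparisons that the design allows are those between replicates and those between features within a library.

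Replicate 1 held 4701183 counted reads, replicate 2 held 11031391 and replicate 3 held 6061174. The labels state about 35000000 sequenced reads per sample, of which these are 13.4%, 31.5% and 17.3%; the steps between sequenced and counted reads are not described. Reads assigned to named features numbered 3628499, 8420272 and 4679935, which is 77.2%, 76.3% and 77.2% of the counted reads. Reads that matched neither an exon nor an intron made up 22.3%, 23.2% and 22.3%, and ambiguous reads 0.498%, 0.476% and 0.480%. Replicate 2 was the deepest library, so its low counts carry the smallest counting error.

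At least 10 counts were reached in every replicate by 22252 features, of which 11022 were exon features and 11230 were intron features, from 13322 genes or repeats. The number depended most on the count minimum and fell to 12459 when 50 counts were required in every library. Taken singly, replicate 1 had 22717 features with at least 10 counts, replicate 2 had 26524 and replicate 3 had 23765. After random thinning of every library to the depth of replicate 1, the numbers were 22717, 22675 and 22568.

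The replicates were then compared feature by feature. Across 45755 features with at least 1 count in any library, Pearson's r of log2(CPM + 1) was 0.987 between replicates 1 and 2, 0.986 between replicates 1 and 3, and 0.990 between replicates 2 and 3. Spearman's rho was 0.951, 0.948 and 0.954 for the same pairs. These correlations are across features, which are not independent replicates. The value moved most with the pseudocount: at 0.1 in place of 1, the mean r over the 3 pairs was 0.958 in place of 0.987. Agreement was 0.988 to 0.991 among intron features and 0.982 to 0.987 among exon features. The chi-square per degree of freedom was 8.36 for replicates 1 and 2, 3.65 for replicates 1 and 3, and 6.44 for replicates 2 and 3. Each value lies above the 1.01 of simulated draws of the same library, so the 3 libraries were treated as separate samples. The biological coefficient of variation over 22530 features was 0.122. Calculated from pairs of libraries, it was 0.156 for replicates 1 and 2, 0.107 for replicates 1 and 3, and 0.103 for replicates 2 and 3.

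Introns held most of the assigned counts. Their share was 57.5% in replicate 1 (Wilson 95% confidence interval 57.46 to 57.56), 65.1% in replicate 2 (65.05 to 65.12) and 59.8% in replicate 3 (59.80 to 59.89), with a mean of 60.8% ± 3.88 (SD, n = 3). The libraries thus differed by more than counting error. Leaving out ribosomal, small nuclear and mitochondrial RNA, an alternative added after the data were seen, moved this result most, to 68.7% ± 3.07 (SD, n = 3). In the 9302 genes with an intron row and at least 10 exon counts in every library, the median intronic share per gene was 69.0%, and 7238 of these genes (77.8%) had more counts in introns than in exons. Exons were counted first, so these shares are lower limits where an intron overlaps another gene's exon.

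The remaining counts fell on several classes of RNA. The ribosomal DNA repeat with 5S took 9.97% ± 1.92 (SD, n = 3) and interspersed repeats took 2.71% ± 0.225 (SD, n = 3). Small nuclear RNA took 1.32% ± 0.387 (SD, n = 3), ranging from 0.924% in replicate 2 to 1.70% in replicate 1. Small nucleolar and Cajal body RNAs took 0.472% ± 0.0145 (SD, n = 3), 7SK with 7SL 0.225% ± 0.0399 (SD, n = 3), mitochondrial genes 0.196% ± 0.0255 (SD, n = 3) and tRNA 0.0975% ± 0.0154 (SD, n = 3). All other exons together took 24.2% ± 2.16 (SD, n = 3).

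**Figure D1:**
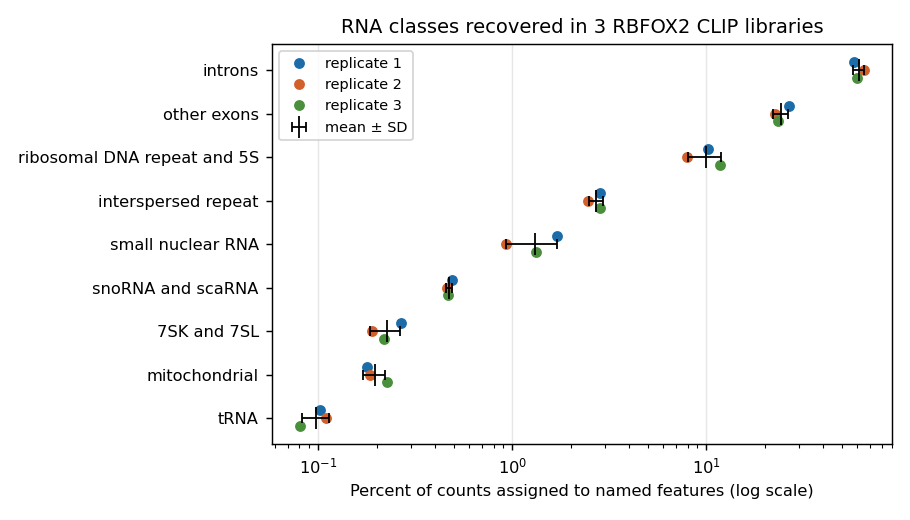
Percent of assigned counts per RNA class on a log axis, with a point per replicate and the mean ± SD in black. Introns lead at 60.8%, other exons follow at 24.2%, and small nuclear RNA has the widest spread relative to its mean (1.32% ± 0.387).

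The 10 highest features held 11.5% ± 2.04 of the assigned counts (SD, n = 3). With ribosomal, mitochondrial and small nuclear RNA left out, the 10 highest of the rest held 2.15% ± 0.145 (SD, n = 3). The highest feature was 18S ribosomal RNA at 50071 ± 10636 CPM (SD, n = 3), followed by 28S ribosomal RNA at 26618 ± 7426 CPM and the ribosomal DNA downstream region at 15361 ± 2022 CPM. U6 stood at 4040 ± 1675 CPM, U2 at 3980 ± 1415 CPM, the 5′ external transcribed spacer at 3667 ± 270.0 CPM and U1 at 3279 ± 397 CPM. The U6, U2 and U1 rows are consensus names that can share reads with annotated gene copies of these RNAs. The exons of XIST ranked 7 among all features at 3338 ± 199 CPM. They were followed further down by 7SK at 1941 ± 399 CPM and internal transcribed spacer 2 at 1105 ± 135 CPM, which completed the 10 highest exon features.

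The highest intron feature was that of DIP2C at 2996 ± 520 CPM (SD, n = 3), with 9588, 30255 and 12878 counts in replicates 1, 2 and 3. It ranked 9 among all features. The introns of TBCD followed at 1995 ± 237 CPM and those of FGFR3 at 1667 ± 191 CPM. SNAP47 introns reached 1594 ± 234 CPM, CABLES1 introns 1449 ± 264 CPM and SLIT2 introns 1408 ± 193 CPM. The remaining members of the 10 highest were the introns of U2AF2 at 1350 ± 196 CPM, COQ8A at 1273 ± 190 CPM, PACS2 at 1171 ± 145 CPM and HDAC4 at 1128 ± 181 CPM. DIP2C lay above TBCD, and TBCD above FGFR3, by more than the SD of either between replicates, whereas the neighbours further down differed by less than that SD. Within each library, SNAP47 nevertheless lay above CABLES1, COQ8A above PACS2 and PACS2 above HDAC4. Some of these differences were within counting error. PACS2 and HDAC4 held 11238 and 11216 counts in replicate 2, and COQ8A and PACS2 held 4212 and 4072 in replicate 1. The order changed between libraries for FGFR3 and SNAP47, CABLES1 and SLIT2, SLIT2 and U2AF2, and U2AF2 and COQ8A. Intron sums rise with the length of the introns, and lengths were not used here.

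Genes reported in the literature as RBFOX-regulated were examined as a list. All 20 had counts in both exons and introns, and all 20 had more counts in introns, with a median intronic share of 79.1% per gene and a range from 57.1% for ENAH to 95.4% for RBFOX2 itself. TSC2 had the highest intron level in the list at 1044 ± 48.7 CPM (SD, n = 3) against 332 ± 54.6 CPM in its exons. RBFOX2 introns stood at 497 ± 77.5 CPM against 23.8 ± 2.65 CPM in RBFOX2 exons. PTBP2 introns stood at 546 ± 43.1 CPM and ENAH introns at 440 ± 64.7 CPM. FN1 had the lowest intron level, 18.9 ± 2.93 CPM. Exons and introns together, the list's median was above that of all 10000 random lists drawn from 29523 genes with a count in any library. That pool includes many genes with few counts, and the rank says nothing about binding without a control library. It stayed above all 10000 random lists when the pool was limited to 13726 genes with at least 10 counts in every library.

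The abundant cytoplasmic transcripts gave lower intronic shares. Of the 7 with an intron row, 3 had more intron than exon counts, and the median intronic share was 48.3%, with a range from 5.68% for EEF1A1 to 78.2% for PKM. Among the 9302 genes with at least 10 exon counts in every library, the median was 69.0%, with quartiles of 52.6% and 81.5%. The RBFOX list's median of 79.1% lay within these quartiles and the cytoplasmic median below them. This contrast, made without intron lengths, therefore does not by itself set the RBFOX list apart. ACTB exons stood at 112 ± 16.8 CPM (SD, n = 3), GAPDH exons at 76.3 ± 22.9 CPM and EEF1A1 exons at 276 ± 36.1 CPM. RN7SL1 had 0 counts in every library and RN7SL2 5.77 ± 1.89 CPM, while the consensus 7SL row held 216 ± 26.2 CPM, so the level of single 7SL genes is uncertain. Among nuclear noncoding RNAs, NEAT1 stood at 630 ± 90.8 CPM. The gene row RN7SK had 0 counts in every library, whereas the consensus 7SK row held 8631, 13449 and 8646 counts. XIST had 310 ± 14.1 CPM in introns, and 8.52% ± 0.735 of its counts were intronic.

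**Figure D2:**
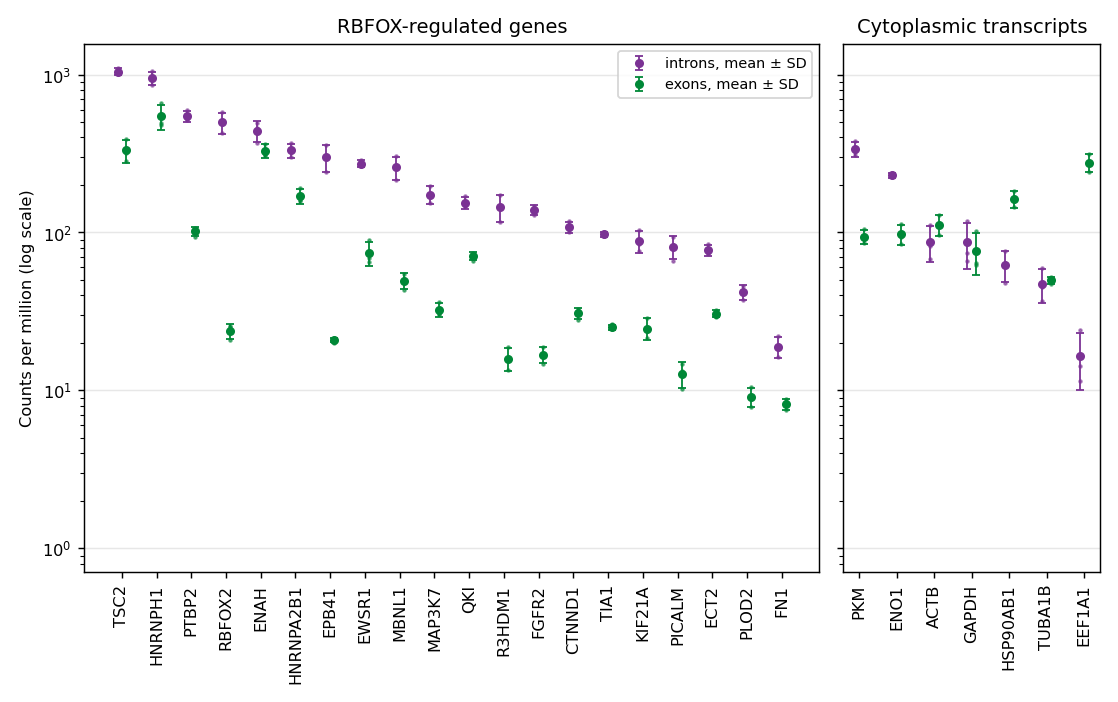
CPM on a log axis for exons (green) and introns (purple) of 20 RBFOX-regulated genes and 7 abundant cytoplasmic transcripts, with the mean ± SD of 3 replicates and a small dot per replicate. The intron value lies above the exon value for each RBFOX-regulated gene, and for 3 of the 7 cytoplasmic transcripts.

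The 5 features with the largest spread between replicates were all introns, and in each of them replicate 3 stood apart. ANOS1 introns had 4, 18 and 1631 counts in replicates 1, 2 and 3, which is 1.10, 2.14 and 349 CPM. ARNTL2 introns had 70, 226 and 7581 counts, or 19.3, 26.8 and 1620 CPM. NR2E1 introns had 322, 328 and 1 counts. CD5L introns had 175, 310 and 1 counts. PRSS48 introns had 156, 204 and 2 counts. Without replicate 3 the mean level of ANOS1 introns was 1.62 CPM in place of 117 CPM, and that of ARNTL2 introns 23.1 CPM in place of 555 CPM. Among all 10517 features with a mean of at least 100 counts, 7 lay at least 4-fold above or below in 1 library while the others were within 2-fold of each other. All 7 were discordant in replicate 3, with 2 higher and 5 lower there, against 0 in replicate 1 and 0 in replicate 2.

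**Figure D3:**
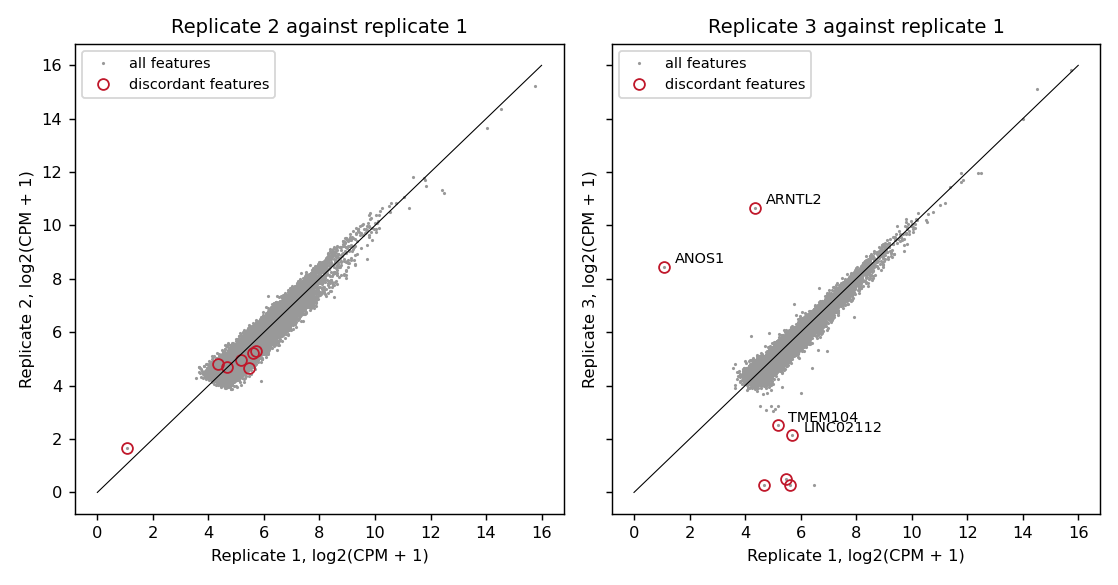
log2(CPM + 1) of replicate 2 (left) and replicate 3 (right) against replicate 1 for 10517 features with a mean of at least 100 counts, with the line of equality. The 7 discordant features, circled, lie in the main cloud or near the line for replicate 2 and far from it for replicate 3, where 2 are higher and 5 are lower.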

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

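No paired analysis was possible because the series has a single group. The levels of 82 named features were recomputed under TMM and DESeq2 library sizes, and in 0 of 164 recomputations did a level move by more than its SD between replicates. The TMM factors lay between 0.982 and 1.01, and the DESeq2 size factors were nearly proportional to the library sums. Little movement was therefore possible, and the result is a weak check. With 3 libraries, leaving out 1 cannot move a mean by a full SD, nor raise it by more than 1.5 times, so falls of over 1.5 times were counted instead. They were found in 5 features. Without replicate 3, ANOS1 introns fell from 117 to 1.62 CPM and ARNTL2 introns from 555 to 23.1 CPM. Without replicate 1, NR2E1 introns fell from 42.6 to 19.6 CPM, CD5L introns from 28.4 to 18.5 CPM and PRSS48 introns from 22.5 to 12.3 CPM. Without replicate 3 these last 3 rose to 63.8, 42.5 and 33.6 CPM, close to the largest rise possible. The RNA class shares moved by less than 1 SD when limited to features with at least 10 counts in every library. The RBFOX list lay above all 10000 random lists with TMM, with a pseudocount of 0.1, with the pool limited to genes with at least 10 counts, without each replicate and with the match on exon CPM; without RBFOX2 the matched list lay above 9999. The planned match on gene length was not run, because the genome build is not stated.

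The other results moved under some settings. The intronic share rose from 60.8% to 68.1% without the 10 highest features, because 8 of those 10 are exon features, and to 68.7% without ribosomal, small nuclear and mitochondrial RNA, an alternative chosen after seeing the data. The share of the 10 highest features fell from 11.5% to 2.15% without ribosomal, mitochondrial and small nuclear RNA. The number of features detected in every library fell from 22252 to 12459 at 50 counts. It was 32175 at 1 count and 25255 at 1 CPM, and ranged from 22259 to 23654 across the fits that each left out a replicate. The mean Pearson r was 0.958 at a pseudocount of 0.1, 0.991 at a pseudocount of 10 and 0.979 among features with at least 10 counts in every library, and from 0.986 to 0.990 when each replicate was left out. Spearman's rank correlation was 0.976 with that filter and from 0.948 to 0.954 when each replicate was left out. Among features with at least 10 counts in every library, the lowest r moved from replicates 1 and 3 to replicates 1 and 2, at 0.974.

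The biological coefficient of variation was 0.122, and 0.123, 0.128 and 0.131 with DESeq2 size factors, library totals and no filter. The square root of the median of DESeq2's gene-wise dispersions was 0.0444. That is a median of separate estimates per feature, whereas 0.122 comes from a single dispersion fitted to all features, so they are unlike measures. How much of the gap this accounts for was not tested. Leaving out each replicate gave 0.103 to 0.156, with the highest value when replicate 3 was left out. The chi-square per degree of freedom ranged from 3.65 to 8.36 over the same pairs. The number of features discordant in replicate 3 was 8 at 3-fold, 6 at 8-fold, 7 at a pseudocount of 0.1, 7 with TMM and 11 when the mean count minimum was lowered to 30. It was 0 in the other replicates at each of these settings.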

Other observations

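The tests of discordant features for jackpots, for an overall difference of replicate 3, for whole-gene changes and for the shared string, and the test of the RBFOX list against exon-matched genes, were chosen after the values were seen; the tests of depth and of dilution were also added after the data were first examined, but before the results of those tests were known.

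A small set of features separated replicate 3 from both others. Of 10517 features, 7 were discordant at 4-fold, all in replicate 3. Besides the introns of ANOS1, ARNTL2, CD5L and PRSS48, these were the exon row of FLT1P1 with 89, 211 and 1 counts, the exons of TMEM104 with 127, 257 and 22 counts, and the introns of LINC02112 with 186, 327 and 16 counts. The last 3 features were chosen after their values were seen. That search requires replicates 1 and 2 to agree, so jackpots arising separately in single libraries were tested on features chosen without replicate 2. With at least 100 counts in the higher library, 6 features were at least 4-fold higher in replicate 1 than in replicate 3, and replicate 2 was nearer replicate 1 in all 6; 0 features differed 4-fold between replicates 1 and 2. Separate jackpots are thus argued against for the features lower in replicate 3. In the other direction 2 features were chosen, the introns of ANOS1 and ARNTL2, and replicate 2 was nearer replicate 1 in both. For these a jackpot in replicate 3 and another cause specific to that library cannot be told apart, because a single library shows the rise. The exon row of ARNTL2 had 11, 25 and 21 counts, or 3.03, 2.97 and 4.49 CPM. ARNTL2 introns in replicate 3 were 70.2-fold the mean of replicates 1 and 2, and the exon row did not rise to that extent. Its counts are too few to exclude a small rise. The exon row of ANOS1 had 0 counts in each library. Sequencing depth is argued against because replicate 3 is of middle depth and because the same search after thinning to equal depth, with a mean of at least 50 counts, again gave 7 features in replicate 3 and 0 in the others. The biological coefficient of variation gave limited evidence against a difference of replicate 3 across all features. It was 0.156 for replicates 1 and 2 and lower for both pairs that include replicate 3. Among exon features alone and among intron features alone it was 0.112, below the 0.122 of all features. Part of the spread may thus lie in the intronic share, which differed most between replicates 1 and 2 (57.5% against 65.1%). The coefficient was not calculated for pairs within exons or introns. In the main setting the lowest r was nevertheless that of replicates 1 and 3, by a margin of 0.987 against 0.986.

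A change in the transcription of whole genes was tested with the other region of the same gene. At 2-fold, with a mean of at least 30 counts in both regions, 8 features were discordant in replicate 3, 7 of them lower there and 1 higher. The median size of these shifts, whatever their direction, was 1.40 on the log2 scale. With the direction of each feature's own shift taken as positive, the other region of the same genes shifted by a median of -0.052, and in 1 of the 8 it moved the same way. TMEM104 is an example, with 173, 408 and 232 counts in its introns while its exons fell by 2.56 on the log2 scale. For these 8 genes a change of the whole gene's transcription is argued against. At this wider threshold replicates 1 and 2 also had discordant features, 10 and 7 against 33 in replicate 3. For 4 of the 7 features at 4-fold, the introns of ANOS1, CD5L, LINC02112 and PRSS48, the exon rows never exceeded 2 counts in any library, so a change of transcription and a local artefact cannot be told apart from these counts.

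The deposited column headers carry a 6-letter and a 5-letter string per library. Replicates 1 and 2 share the 6-letter string CGATGT, where replicate 3 has ACTATC. Replicates 1 and 3 share the 5-letter string TTGCA, where replicate 2 has GCATG. If these are adapter or primer barcodes, a candidate explanation is the 6-letter string that libraries 1 and 2 share and library 3 lacks, through priming or ligation at single genomic sites. It predicts discordance in replicate 3 and not in replicate 1 or 2. At 4-fold the 7 discordant features were all in replicate 3, but that is the observation that prompted the explanation. At 2-fold with a mean of at least 30 counts, 10 features were discordant in replicate 1 and 7 in replicate 2, against 33 in replicate 3. The string does not account for those in replicates 1 and 2. No simulation was run at this setting, so the number that counting error alone would give is not known. With a mean of at least 100 counts, the numbers at 2-fold were 0, 2 and 18 in replicates 1, 2 and 3. Because replicate 3 is the only library with its string, any other cause specific to that library predicts the same result, and the 2 cannot be told apart. Local read positions would test it, since a misprimed site should show a fixed read end next to sequence like the string. A biological difference between cultures also stays open and untested. The string of replicate 2 has the letters of the RBFOX motif itself; replicate 2 had 0 discordant features at 4-fold, and 2 of 20 at 2-fold with a mean of at least 100 counts.

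The intronic share differed between libraries over a range of 7.57 percentage points. Dilution by ribosomal, small nuclear and mitochondrial RNA, which were lowest together in replicate 2, could produce such a range. With these features left out the range was 6.11 points, from 65.4% in replicate 1 to 71.6% in replicate 2, so dilution is argued against as the whole cause. Differences in immunoprecipitation, fragment size or PCR duplication stay open and were not tested. The difference in detected features, by contrast, went with depth: after thinning, the largest difference between libraries was 0.660% of the smallest number.

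The RBFOX-regulated genes had high intron counts for their exonic level. Among 9302 genes with at least 10 exon counts in every library, the list's median intron level was 2.78-fold that of random lists matched on exon CPM in 10 bins, on the log2(CPM + 1) scale, at the 100 percentile (above all 10000 lists). The result was 2.75-fold with 50 bins, from 2.61-fold to 2.94-fold when each replicate was left out, and 2.59-fold without RBFOX2 (above 9999 lists). The 7 abundant cytoplasmic transcripts lay at the 37.7 percentile of their own matched lists, at 0.874-fold. The pattern is consistent with RBFOX2 binding in these introns beyond the genes' exonic level, but genes known for regulated splicing may also have longer introns or more unspliced RNA. These explanations cannot be told apart without an input library and intron lengths.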
